A study of Mus musculus with 12 samples.

How the data were processed

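RNA from the cerebellum of 12 mice was sequenced, 1 library per mouse, in 3 groups of 4. Per the labels' protocols, heterozygous Atxn1 154Q/2Q knock-in mice and wild-type mice entered treatment at 18 weeks of age. Injections were intraperitoneal and daily for 5 days, and a second course of the same length followed 2 rest days. The compound, called Hit 2, was given at 25 mg/ml in dimethyl sulfoxide (DMSO), with the DMSO kept below 4 ml/kg, and control mice received DMSO alone. Tissue was taken at 20 weeks after perfusion with buffered saline. Also per the labels' protocols, directional libraries were made from 500 ng of RNA depleted of ribosomal RNA, with 13 cycles of amplification, and read as pairs of 100 bases on an Illumina NextSeq instrument.

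The deposited values are raw counts of reads per gene, 1 table per library, in the layout that the aligner STAR gives, per the file headers. Each table starts with the numbers of unmapped, multimapping, unassigned and ambiguous reads, followed by the counts of each gene without regard to strand, on the strand of the first read and on the opposite strand. The labels and headers state neither the STAR version nor the genome build, the annotation release or any trimming. No value was normalized by the authors. The opposite-strand counts were used here because they held most gene reads, with 5.21% to 6.47% of gene reads on the other strand. Reads that STAR left unassigned to a gene made up 44.7% to 54.6% of a library's reads and stayed out of library sizes and tests, as did multimapping reads (4.08% to 7.01%), unmapped reads (3.70% to 6.53%) and ambiguous reads (0.761% to 1.33%). Of the 55401 Ensembl gene identifiers in the tables, 55141 matched the GENCODE M21 annotation of the mouse genome GRCm38 and 260 did not. Gene symbols and coordinates were taken from that annotation, which is not stated to be the one the authors used.

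Depth per library ranged from 15855800 to 45265700 reads assigned to genes. Confidence intervals of shares in single libraries are Wilson intervals at 95% and cover counting error only, because reads amplified by PCR are not independent molecules.

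Groups were taken from the labels, which give each library a genotype, a treatment and an animal number. Animal numbers do not recur between groups, so no libraries were paired. Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (19378 genes), libraries were scaled with TMM factors, and all 12 libraries entered 1 quasi-likelihood fit with 1 coefficient per group and no covariate. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p of 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Levels are CPM (read counts scaled to a common library size) on the TMM-scaled library sizes, and correlations and principal components used log2 CPM with a prior count of 2. Single genes were also compared with an exact two-sided permutation test of log2 CPM over the 70 assignments of 8 libraries to 2 groups of 4, which cannot give a p below 0.0286.

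Gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 27 tests of 9 lists in 3 comparisons. Camera compares the test statistics of the listed genes with those of all other genes. Medians of log2 fold changes describe a list and were not tested themselves. The lists hold CAG repeat disease genes (10, called the polyglutamine list), Purkinje cell genes (16), granule cell genes (12) and astroglia genes (12, of which 11 matched a symbol). The others are microglia (12), oligodendrocyte (12), choroid plexus (12), red blood cell (5) and immediate early genes (12). A list score of a library is the mean over the list of log2 CPM minus the gene's median over the 12 libraries. The share of genes that moved in opposite directions was counted over the 200 genes with the smallest p for Het DMSO against WT DMSO, and tested one-sided by refitting all 70 assignments of the 8 Het libraries to the 2 treatments. The genes named in the text were chosen by a rule: up to 5 per direction with the smallest p among genes past the threshold, with a mean of at least 1 CPM in the higher group, a symbol and groups that do not overlap, together with Atxn1 and any polyglutamine gene past the threshold over its list. Other genes named were chosen after their values were seen, and the text says so.

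The groups, tests, lists, naming rule and a first set of alternatives were fixed before the data were examined. These alternatives were DESeq2 1.42.0 with its own size factors, RLE factors in edgeR, no filter on low counts, a mean of at least 50 reads, unstranded counts, only the 2 groups compared, robust quasi-likelihood, 1 surrogate variable from sva 3.50.0, a sex covariate read from Xist and Y-linked transcripts, other thresholds, other set tests, and leaving out each replicate in turn. Alternatives chosen after the data were examined were limma with a quality weight per library, an offset per library on GC content, and 2 surrogate variables. The input of the surrogate variable tool had not been fixed. It was run on normalized counts, raw counts and CPM, and all 3 are reported. A set of 4 region lists (monoamine, midbrain factor, forebrain and Hox hindbrain genes) was written after some values had been seen. The midbrain nuclei, hypothalamus, thalamus and striatum or cortex lists were written before their test.

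The fit was tested on simulated counts with the means, library sizes and dispersions of the real genes and 200 genes changed in the Het DMSO group. With the dispersion of all 12 libraries, edgeR recovered 0% of the changed genes at a 1.5-fold change, 12.5% at 2-fold and 73.5% at 4-fold, with at most 11 unchanged genes called. With the dispersion of the libraries other than 409 and 411, the recovered shares were 37%, 65.5% and 88.5%, with at most 9 unchanged genes called. DESeq2 recovered 45.5% at 2-fold with the dispersion of all 12 libraries, and called 21 to 51 unchanged genes over these simulations.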

Results

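The cerebellar transcriptome was measured by RNA sequencing in 12 mice, 4 in each of 3 groups. The mice are a knock-in model of spinocerebellar ataxia type 1 (SCA1), in which 1 Atxn1 allele carries an expanded CAG tract coding for glutamines. Heterozygous knock-in (Het) mice received the compound Hit 2 in DMSO or DMSO alone, and wild-type (WT) mice received DMSO alone. The series concerns compounds meant to lower RNAs with expanded CAG repeats. Its design implies 3 comparisons: Het DMSO against WT DMSO for the knock-in allele, Het Hit 2 against Het DMSO for the compound, and Het Hit 2 against WT DMSO for the distance that remained after treatment. Libraries are named by animal number. Reads assigned to genes came to 28177000 (413), 42433900 (425), 38972000 (426) and 22138300 (431) in the WT DMSO group. The Het DMSO group had 45265700 (409), 19362600 (411), 15855800 (420) and 23753300 (429), and the Het Hit 2 group 16976900 (410), 19837800 (421), 43670300 (422) and 20703800 (430).

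Replicates of the WT DMSO group correlated with Pearson's r from 0.976 to 0.989 on log2 CPM across genes, which are not independent replicates. The range was 0.955 to 0.991 in the Het Hit 2 group and 0.869 to 0.981 in the Het DMSO group. Along the first principal component (44.3% of the variance) library 411 of the Het DMSO group lay at 140 and the next library, 410, at 60.4. Along the second (27.5%) library 409 lay at 127 and the next library, 411, at 35.7. Mitochondrial transcripts took 0.0795% of the gene reads of library 409 (Wilson 95% interval 0.0787% to 0.0804%) and 1.85% to 2.81% in the other libraries. Xist and Y-linked transcripts placed WT libraries 425 and 426 apart from the rest, with 1393 and 1437 CPM of Xist. The other 10 libraries had at most 0.295 CPM of Xist, so both sexes occurred in the WT group only. Reads left unassigned to a gene on the strand counted made up 45.4% in library 409 and 44.7% in 411, against 51.0% to 54.6% in the others, and multimapping reads 7.01% and 5.91%, against 4.08% to 4.89%. Both libraries belong to the Het DMSO group, whose libraries 420 and 429 did not share these values, and the labels named no sequencing runs.

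Atxn1 (ENSMUSG00000046876, protein-coding, chromosome 13, 45549755 to 45965008 on the minus strand in the GENCODE M21 annotation of GRCm38) was measured first, since the knock-in changes 1 of its alleles. The counts pool both alleles and could not tell the expanded transcript from the other. Atxn1 stood at 161 ± 14.3 CPM (SD, n = 4) in WT DMSO, 172 ± 11.7 CPM (SD, n = 4) in Het DMSO and 165 ± 20.2 CPM (SD, n = 4) in Het Hit 2, from 2753 to 7722 reads per library. The log2 fold change of Het DMSO against WT DMSO was 0.09 (SE 0.12, edgeR adjusted p 0.765, exact two-sided permutation p 0.371). Its value was 0.19 with a sex covariate, the alternative that moved it most, 0.01 without library 431 and 0.04 without library 409. Adjusted p lay between 0.465 and 0.996 over its alternatives. For Het Hit 2 against Het DMSO it was -0.05 (SE 0.12, edgeR adjusted p 0.923, exact two-sided permutation p 0.686). It became 0.01 with 2 surrogate variables or without library 430, -0.12 without library 410 and -0.01 without library 409, with adjusted p from 0.772 to 1.000 over its alternatives. Het Hit 2 against WT DMSO gave 0.04 (SE 0.12, edgeR adjusted p 1.000, exact two-sided permutation p 0.686). In each of the 3 comparisons the difference was smaller than the spread between replicates.

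**Figure D1:**
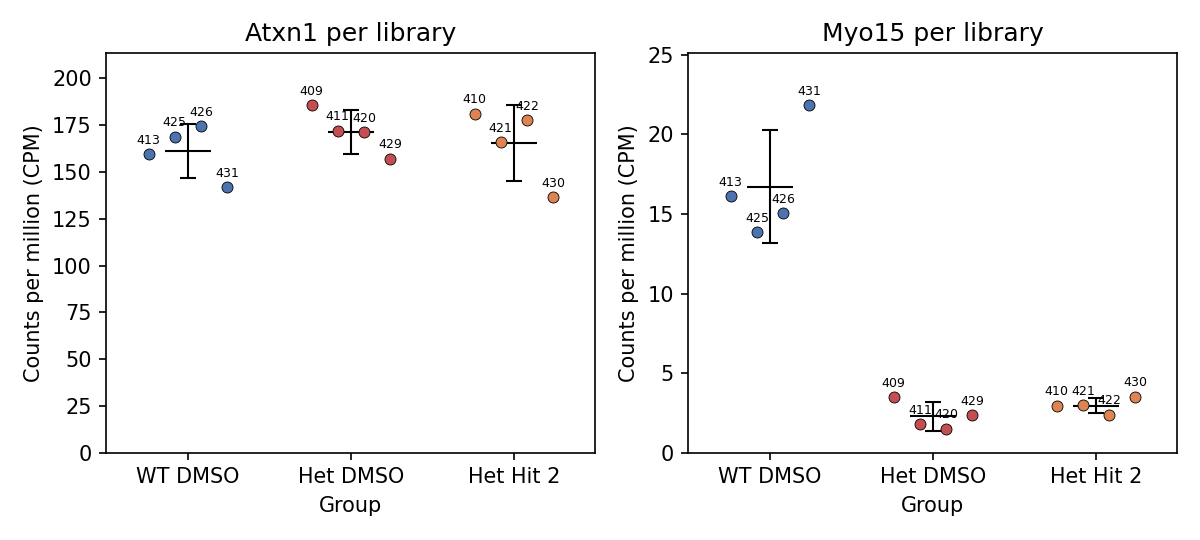
CPM of Atxn1 and Myo15 in each library, by group; points are libraries labelled with the animal number, and bars show the mean ± SD of 4 libraries. Atxn1 overlaps between the groups, while the 4 WT libraries lie at 13.9 to 21.8 CPM of Myo15 and the 8 Het libraries at 1.49 to 3.52 CPM.

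For the effect of the knock-in allele, 1 of 19378 genes passed the threshold in Het DMSO against WT DMSO, and it was lower in the Het DMSO group. At an unadjusted p under 0.05 there were 1377 genes, against 969 expected if no gene differed, but 8 of the 35 splits of these 8 libraries into groups of 4 gave at least as many. At an adjusted p under 0.1 there were 8 genes. The alternative that moved the count most was limma with a quality weight per library, chosen after the data were examined, with 98 genes (28 higher, 70 lower). DESeq2 gave 43 genes (15 higher, 28 lower, against 0 and 1). The count was 9 without library 411, 4 without library 409 and 0 without library 429, where 2760 genes had an unadjusted p under 0.05. The gene past the threshold was Myo15 (ENSMUSG00000042678, protein-coding, chromosome 11, 60469339 to 60528369 on the plus strand). It stood at 16.7 ± 3.54 CPM (SD, n = 4) in WT DMSO and 2.27 ± 0.889 CPM (SD, n = 4) in Het DMSO. The log2 fold change was -2.86 (SE 0.28, edgeR adjusted p 0.00507), with all 4 Het libraries below all 4 WT libraries. The exact two-sided permutation p was 0.0286, the smallest that this design can give, and any gene separates 4 libraries from 4 by chance in that share of cases. Without library 429 the adjusted p from edgeR was 0.0503, and over all alternatives it ranged from 1.72e-19 to 0.155.

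For the effect of the compound, 0 of 19378 genes passed the threshold in Het Hit 2 against Het DMSO, and the smallest adjusted p from edgeR was 0.898. There were 301 genes with an unadjusted p under 0.05, against 969 expected if no gene differed. The count remained 0 in all 29 alternatives, with 87 to 1201 genes at an unadjusted p under 0.05. In fits that left out a pair of Het DMSO libraries, run after the data were examined, it was 0 for 5 of the 6 pairs and 1528 without 420 and 429, where only libraries 409 and 411 stood for the Het DMSO group. In simulated counts with the spread of these libraries, 12.5% of genes changed 2-fold and 73.5% of genes changed 4-fold were recovered, so changes below 2-fold were mostly not detectable here.

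Between Het Hit 2 and WT DMSO, 1 gene passed the threshold, and 331 genes had an unadjusted p under 0.05. It was again Myo15, at 2.96 ± 0.460 CPM (SD, n = 4) in Het Hit 2, with a log2 fold change of -2.50 (SE 0.27, edgeR adjusted p 0.0181, exact two-sided permutation p 0.0286). All 4 Het Hit 2 libraries lay below all 4 WT libraries. The count was 221 genes with library quality weights (81 higher, 140 lower), the alternative that moved it most, and 24 with DESeq2 (7 higher, 17 lower). It was 14 without library 411, 5 without library 409 and 2 without library 429. It was 0 without any single library of the WT DMSO group or of the Het Hit 2 group, with 217 to 308 genes at an unadjusted p under 0.05. In those 8 fits the adjusted p of Myo15 from edgeR lay between 0.0560 and 0.179, and over all alternatives between 2.75e-15 and 0.179.

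**Figure D2:**
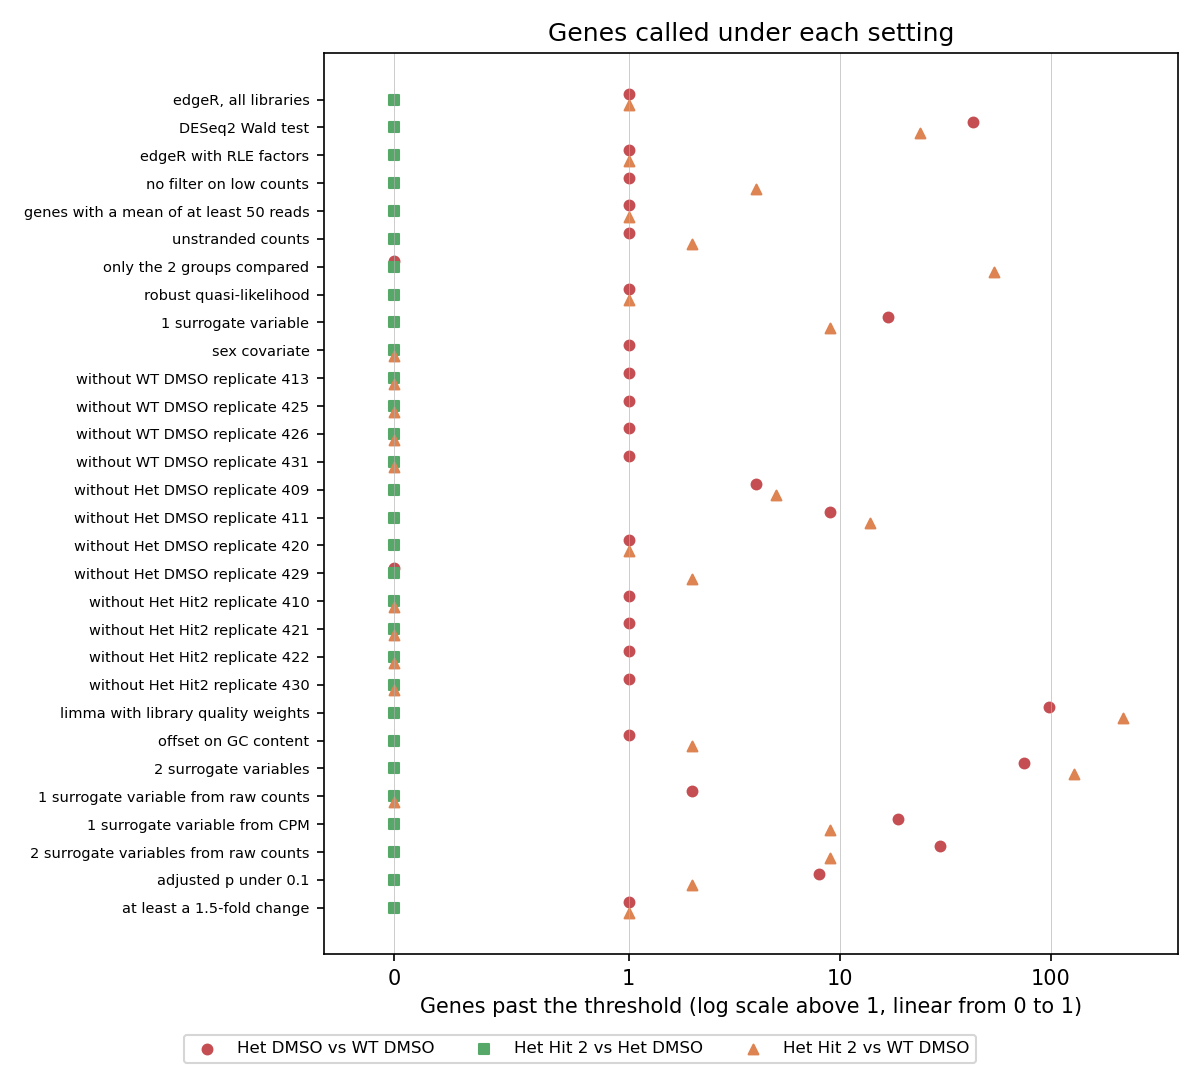
Number of genes past the threshold (log scale above 1, linear from 0 to 1) in each of the 3 comparisons, for the edgeR fit of all libraries and each alternative setting on the vertical axis. Het Hit 2 against Het DMSO stays at 0 under every setting shown, while Het DMSO against WT DMSO ranges from 0 to 98 and Het Hit 2 against WT DMSO from 0 to 221.

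Whether treatment moved the genes of the knock-in comparison towards WT was examined in the 200 genes with the smallest p for Het DMSO against WT DMSO. In Het Hit 2 against Het DMSO, 91% of them changed in the opposite direction. Both comparisons share the Het DMSO libraries, so a high share arises without any effect. Simulated groups with no change gave a mean of 92.5% (90% to 96% over 20 simulations). With 200 genes changed 2-fold in both Het groups and no treatment effect, simulation gave 74.8% (68% to 79%). Over the 70 assignments of the 8 Het libraries to the 2 treatments, 17 gave a share as large (exact one-sided permutation p 0.243), with a median of 77.5%. When 2 Het DMSO libraries picked the genes and the other 2 were compared with Het Hit 2, the alternative that moved the share most, its mean was 36.7%. The 6 such divisions ran from 12.5%, with genes picked by libraries 409 and 411, to 60.5%, with genes picked by 409 and 429.

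Other transcripts with CAG tracts were examined through 10 CAG repeat disease genes (the polyglutamine list), all of which had a median of at least 1 CPM here. In Het Hit 2 against Het DMSO their median log2 fold change was -0.004 (camera, adjusted p 0.947). The median was -0.09 with an offset on GC content, the alternative that moved it most, and adjusted p ranged from 0.518 to 0.992 over its alternatives. It was -0.06 without library 411, -0.05 without library 422, -0.03 without library 421 and -0.03 without library 429. It was 0.02 without library 430 or library 431, 0.01 without library 420 and -4.0e-04 without library 409. The medians were 0.02 for Het DMSO against WT DMSO and -0.01 for Het Hit 2 against WT DMSO (camera, adjusted p 0.928 for both). Adjusted over the list alone, 0 of the 10 genes passed the threshold in any comparison, as over all genes tested. The smallest such p belonged to Ppp2r2b in Het DMSO against WT DMSO, with a log2 fold change of 0.70 (SE 0.22, unadjusted edgeR p 0.00854, adjusted over the list alone 0.0854). In the mouse annotation the longest uninterrupted CAG run of these genes was 6 units, in Atxn2, and Atxn1 had 2.

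Purkinje cells are the cerebellar output neurons affected in SCA1. The 16 Purkinje cell genes, all with a median of at least 1 CPM, had a median log2 fold change of -0.74 in Het DMSO against WT DMSO (camera, adjusted p 1.42e-10). Under the correlation estimated from the data the adjusted p was 0.490, and under fry it was 0.777. Adjusted p ranged from 5.95e-20 to 0.777 over all alternatives. The median was -0.38 without library 411 and -1.08 without library 409. The median was -0.58 in Het Hit 2 against WT DMSO (camera, adjusted p 7.06e-11). Purkinje scores of the 4 WT libraries lay between 0.33 and 0.42. Those of the Het DMSO libraries were 0.02 (409), -3.36 (411), -0.06 (420) and -0.29 (429), and those of the Het Hit 2 libraries -0.86 (410), -0.03 (421), 0.11 (422) and -0.18 (430). Each Het group lay below all WT libraries (exact two-sided permutation p 0.0286 for each, the smallest possible). In Het Hit 2 against Het DMSO the list median was 0.19 (camera, adjusted p 0.00446), but -0.14 without library 411 (adjusted p 0.0843). It was 0.45 without library 409 (adjusted p 1.33e-07) and 0.32 without library 410 (adjusted p 4.66e-05). The scores of these 2 groups did not separate (exact two-sided permutation p 0.600, n = 4 per group).

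**Figure D3:**
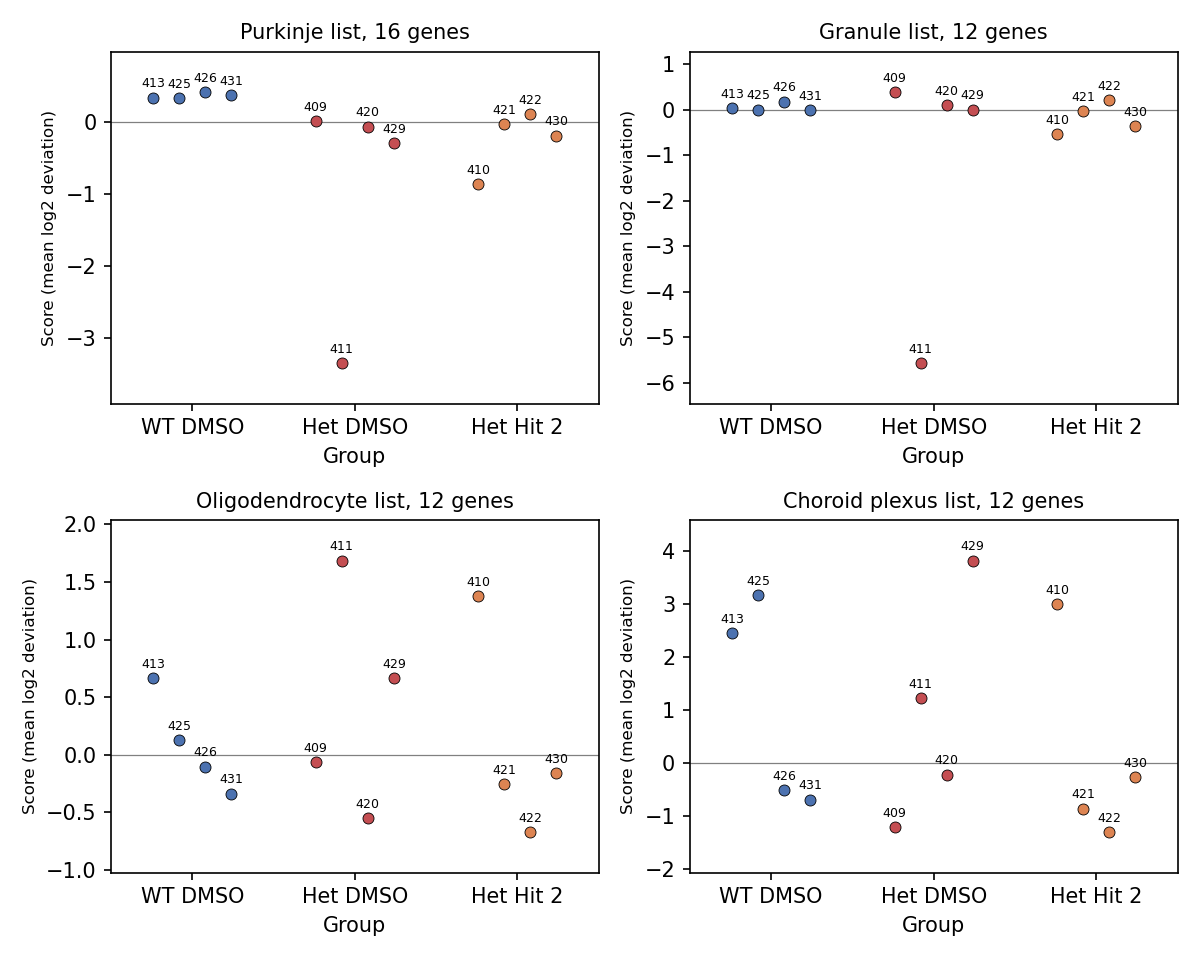
Scores of 4 gene lists in each library, by group (mean over the list of log2 CPM minus the gene's median over 12 libraries); points are libraries labelled with the animal number. Library 411 lies at -3.36 for Purkinje and -5.57 for granule genes, and choroid plexus scores range from -1.30 to 3.82 with no order by group.

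Over all 9 lists and 3 comparisons, camera with the preset correlation placed 15 of 27 tests past the threshold (4 for Het DMSO against WT DMSO, 6 for Het Hit 2 against Het DMSO and 5 for Het Hit 2 against WT DMSO). None of the 15 held under the estimated correlation or under fry. Adjusted over the list alone, 0 genes passed in any list. Leaving out library 411 reduced the 15 to 8, leaving out 422 reduced them to 9, and the other 10 fits that left out 1 library gave 13 to 17.

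In Het DMSO against WT DMSO, the lists past the camera threshold besides the Purkinje list were granule, microglia and oligodendrocyte (adjusted p 0.0111, 0.00191 and 0.0287). Their medians were -0.35, 0.52 and 0.57. Without library 411 these became 0.07, 0.22 and 0.13 (adjusted p 0.334, 0.285 and 0.929). The oligodendrocyte call was also lost without library 426, 431 or 429 (adjusted p 0.0577, 0.0771 and 0.136), and the granule median was -0.55 without 409. Lists not past the threshold had medians of -0.13 for astroglia, 0.19 for choroid plexus, 0.08 for blood and -0.15 for immediate early genes. Without library 431 the astroglia median was -0.22, the blood median 1.47 and the immediate early median -0.21 (adjusted p 0.0113, 0.0155 and 0.0334). Without 429 the choroid plexus median was -2.00 (adjusted p 0.0240), and without 409 the immediate early median was -0.28 (adjusted p 0.0207).

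In Het Hit 2 against Het DMSO, the other lists past the camera threshold were granule, microglia, oligodendrocyte, choroid plexus and blood (adjusted p 0.0258, 0.00508, 0.00981, 0.0280 and 0.0201). Their medians were 0.03, -0.32, -0.42, -0.98 and 0.89. Without library 411 these became -0.39, -0.01, 0.05, -1.16 and 0.55 (adjusted p 5.34e-05, 0.929, 0.929, 0.164 and 0.373). Without library 422 the calls of the Purkinje, granule, microglia, oligodendrocyte and choroid plexus lists were lost, with medians of 0.10, -0.10, -0.20, -0.24 and -0.59. The choroid plexus median was 1.23 without 429 and -2.83 without 410, and its call was also lost without 421 or 430 (adjusted p 0.0944 and 0.0863). The oligodendrocyte call was also lost without 429 (adjusted p 0.0892). In the other direction, the granule median was 0.36 without 409 (adjusted p 1.31e-05). Without 410 the medians were -0.65 for microglia and -1.02 for oligodendrocyte genes (adjusted p 6.45e-06 and 9.43e-09). Blood lost its call without 409, 410 or 421, with medians of 0.53, 0.45 and 0.64. Astroglia and immediate early genes did not pass, with medians of 0.11 and -0.09, which were -0.14 without 411 for astroglia and 0.17 without 409 for immediate early genes.

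In Het Hit 2 against WT DMSO, the other lists past the camera threshold were astroglia, choroid plexus, blood and immediate early (adjusted p 0.0111, 0.00191, 0.00191 and 0.00508). Their medians were -0.17, -0.85, 0.93 and -0.07. The astroglia call was lost without 413 or 425 (adjusted p 0.0534 and 0.0513). That of the choroid plexus list was lost without 425 or 422 (medians -0.05 and -0.45), and that of the immediate early list without 410 or 422 (medians -0.17 and -0.05). In the other direction, the choroid plexus median was -2.58 without 410 (adjusted p 2.08e-13). The immediate early median was -0.31 without 430 (adjusted p 4.53e-07). The blood median was 2.41 without 431 and 0.43 without 410. Granule, microglia and oligodendrocyte genes did not pass, with medians of -0.24, 0.18 and 0.13. Without 411 the granule list passed (median -0.25, adjusted p 1.41e-04), and without 410 the microglia median was -0.09 and the oligodendrocyte median -0.51 (adjusted p 8.55e-06 for the latter). The microglia list passed without 413, 425, 421, 422 or 430, with adjusted p from 0.0153 to 0.0349. Of the 15 calls, those of the Purkinje list against WT and of the blood list in Het Hit 2 against WT DMSO held in each of the 12 fits that left out 1 library. Of the list genes, all 12 granule, 11 of 11 astroglia, 10 of 12 microglia, 12 of 12 oligodendrocyte, 8 of 12 choroid plexus, 3 of 5 blood and 11 of 12 immediate early genes had a median of at least 1 CPM in the libraries other than 411.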

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

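The genes named below were picked after their values were seen. The tests on libraries 409 and 411 of depth, of GC content in 411, of cell types that rise alike and of tissue from outside the cerebellum in 409 were chosen only after the result was seen, and those of the midbrain nuclei list, of gene length, of the share explained by GC content and of mitochondrial genes at matched GC content were written before. Each group was checked for 1 library set apart from the other 3 in each of 19 measures. Of these 57 checks 10 found a gap that is large for 4 values, where chance gives about 2.85, and 4 of the 10 concern library 409 or 411.

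Library 411 of the Het DMSO group stood apart from its group with a Purkinje score of -3.36 (next in the group -0.29), a granule score of -5.57 (next in the group 0.00) and a microglia score of 1.22 (next in the group 0.12). Over all 12 libraries the next was 410 of the Het Hit 2 group, at -0.86, -0.54 and 0.75. Among granule genes Reln stood at 124 CPM in this library against a median of 1022 CPM in the others, and the Purkinje gene Pcp2 at 0.555 CPM (11 reads) against 110 to 209 CPM in the WT and other Het DMSO libraries. Low depth was argued against, since the library with the fewest gene reads had a granule score of 0.10. GC content was argued against by a Spearman correlation of -0.00108 across genes between deviation and GC content. Gene length was argued against, because granule genes lay at -4.96 (log2) relative to nuclear genes of the same length. A loss of cerebellar neurons that raises every other cell type alike was argued against by the astroglia score of -0.89, while the oligodendrocyte score was 1.68 and the choroid plexus score 1.22. Tissue from the midbrain in place of cerebellum remains a candidate explanation. The midbrain nuclei list, of whose 10 genes 2 reach a median of 1 CPM in the other libraries, scored 2.60 in 411, above every other library (at most 1.11). The hypothalamus list scored 2.25 (0 of 10 such genes), the striatum or cortex list 1.61 (6 of 8) and the thalamus list 0.39 (6 of 8). The hypothalamus list rested on 216 reads in 411, with Sim1 as its most abundant gene (5.10 CPM, median 0 in the others), and the midbrain nuclei list on 1502 reads. The most abundant midbrain nuclei genes in 411 were Pou4f1 (21.7 CPM, median 0.187 in the others), Nr4a2 (18.1 CPM, median 25.2) and Chrnb3 (14.4 CPM, median 0.340), and Ucn, Phox2a and Pitx3 had 0, 1 and 7 reads. Of the lists written after some values had been seen, monoamine genes scored 4.39 (2 of 8 expressed in the others), midbrain factor genes 5.17 (2 of 8), forebrain genes 0.74 (4 of 8) and Hox hindbrain genes -0.11 (0 of 8). Slc6a3, a dopamine transporter gene, stood at 36.2 CPM in 411 and at most 1.10 CPM elsewhere. The genotype and the solvent were shared with libraries 409, 420 and 429, whose granule scores lay between 0.00 and 0.39, and a difference of this animal from its group was not tested. Which region the tissue came from, and whether a swap of tubes or a dissection is behind it, stays open.

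Library 409 of the Het DMSO group had a mitochondrial share of 0.0795% of gene reads, against 2.13% in the next library of its group. Its deviations from the other libraries also followed GC content, which explained 49.1% of their variance over protein-coding genes, against at most 3.55% in any other library. That share fell just under the 50% that had been set beforehand for GC content as the whole cause, and a large part in the pattern remains open. The mitochondrial share was not accounted for by GC content, since mitochondrial genes lay at -3.48 (log2, SD 1.28 over 13 genes) relative to nuclear genes of the same GC content. Tissue from outside the cerebellum was argued against by a granule score of 0.39, the highest of the 12 libraries. A difference in RNA handling or library preparation may remain among the open explanations. No test here addressed it directly, although no other library had a GC trend of this size. A biological difference of this animal was not tested.

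Further libraries stood apart in single measures, each given with the next library of its group. Library 422 of the Het Hit 2 group had 43670300 gene reads against 20703800 in the next. WT library 426 had 6.53% unmapped reads against 4.72%, and a polyglutamine list score of 0.00659 against -0.0397. Library 410 of the Het Hit 2 group had 5.54% of gene reads on the strand that was not counted, against 6.05%, and an astroglia score of -0.23 against -0.08. WT library 431 had a red blood cell score of 1.88 against -0.76 in the next WT library, while 5 of the 8 Het libraries also scored above 0. These 6 are set against 2.85 given by chance over all 57 checks, and no biological explanation was tested for them.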

How the results depend on the processing

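Library quality weights, the offset on GC content, 2 surrogate variables and the raw-count and CPM inputs for surrogate variables were chosen only after the data had been seen.

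Het Hit 2 against Het DMSO gave 0 genes in all 29 alternatives (87 to 1201 genes at an unadjusted p under 0.05). Besides these, fits that left out a pair of Het DMSO libraries gave 0 genes for 5 of 6 pairs and 1528 genes without 420 and 429 (5477 at an unadjusted p under 0.05). Het DMSO against WT DMSO gave 1 gene, and 17 of its 29 alternatives stayed at 1. The others gave 43 (DESeq2), 17 (1 surrogate variable), 2 (the same from raw counts), 19 (from CPM), 75 (2 surrogate variables), 30 (the same from raw counts), 98 (library quality weights), 8 (adjusted p under 0.1) and 0 (only the 2 groups compared, with 713 genes at an unadjusted p under 0.05). Counts ran from 0 to 9 across the 12 fits that each left out one replicate: 9 without 411, 4 without 409 and 0 without 429. Myo15 was among the genes in each of these except the fits of only the 2 groups and without 429, where its adjusted p from edgeR was 0.155 and 0.0503 (range over alternatives 1.72e-19 to 0.155). Fewer libraries entered those fits, and beyond that the cause was not tested. In simulated counts DESeq2 called 21 to 51 unchanged genes where edgeR called at most 11. For DESeq2 the calls divided into 15 higher and 28 lower, against 0 and 1.

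Het Hit 2 against WT DMSO gave 1 gene, with 5 of 29 alternatives the same. It gave 24 with DESeq2, 4 with no filter on low counts, 2 with unstranded counts, 54 with only the 2 groups compared (which leaves out libraries 409 and 411), 9 with 1 surrogate variable, 9 with that from CPM, 9 with 2 surrogate variables from raw counts, 129 with 2 surrogate variables, 221 with library quality weights, 2 with the GC offset and 2 at an adjusted p under 0.1. It gave 0 with a sex covariate and with 1 surrogate variable from raw counts (170 and 422 genes at an unadjusted p under 0.05), where the adjusted p of Myo15 from edgeR was 0.0552 and 0.0575 (range over alternatives 2.75e-15 to 0.179). Counts ran from 0 to 14 across the 12 fits that each left out one replicate (14 without 411, 5 without 409, 2 without 429, 1 without 420 and 0 in the other 8). Fits that left out a pair of Het DMSO libraries gave 90 genes without 409 and 411 (1910 at an unadjusted p under 0.05) and 1 to 13 for the other 5 pairs. For the other settings the cause was not tested.

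Atxn1 in Het DMSO against WT DMSO stayed above 0 and short of the threshold in all 27 alternatives (0.004 to 0.19). In Het Hit 2 against Het DMSO it changed sign with 2 surrogate variables (0.0134) and without 430 (0.00880), and ran from -0.115 to 0.00880 across the 12 fits that each left out one replicate, within its SE of 0.12. The polyglutamine list in that comparison changed sign with a mean of at least 50 reads (0.0186), only the 2 groups compared (0.0160), quality weights (0.0163), 2 surrogate variables (0.0223), the same from raw counts (0.00689) and 1 from CPM (0.00491), and without 431 (0.0163), 420 (0.0131) or 430 (0.0218). It ran from -0.0571 (without 411) to 0.0218 across the 12 fits that each left out one replicate. All of these stayed short of the threshold.

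The Purkinje list in Het DMSO against WT DMSO stayed negative in all 29 alternatives, and ran from -1.08 (without 409) to -0.38 (without 411) across the 12 fits that each left out one replicate. The list, with a median of -0.74, no longer passed with the correlation estimated from the data (camera, adjusted p 0.490) or with fry (adjusted p 0.777). Adjusted p ranged from 5.95e-20 to 0.777 over its alternatives. Likewise 15 list tests past the threshold became 0 with the estimated correlation and 0 with fry. The camera runs differed only in the setting of the inter-gene correlation, so the loss between them follows from that setting. For fry the cause was not tested.

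The opposite-direction share of 91% moved to 82% with quality weights, 83.5% with 2 surrogate variables, 95% with 1 surrogate variable from raw counts, 100% for the 1 gene past the threshold and 36.7% with the Het DMSO libraries divided into separate pairs. It ran from 85.5% to 96.5% across the 12 fits that each left out one replicate. Separate pairs remove the libraries shared by both comparisons, which by itself lowers the share towards equal numbers in both directions. At a mean of 36.7% more of the picked genes moved the same way than the opposite way, and the cause of that was not tested.

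The sequencing-run covariate was not run, since the labels name no runs. Libraries 409 and 411 stood apart in their shares of unassigned reads (45.4% and 44.7%) and of multimapping reads (7.01% and 5.91%), and differ from each other in GC content and cell markers. Both sexes occur only in the WT group, so the sex covariate rests on its 4 libraries. No paired analysis was possible because animal numbers do not recur between groups. In simulated counts 12.5% of 2-fold changes were recovered at the spread of all 12 libraries and 65.5% at that without 409 and 411. Each simulation kept 4 libraries per group, and none changed the depth.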

Other observations

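The tests of mixed tissue, of the spread with pairs of libraries left out, of sex and atypical libraries for Myo15, and of Purkinje against granule genes were chosen only after the result was seen. The comparison of both Het groups with WT was also chosen then, as was the division of the mixed-tissue test by library and of the Purkinje test into library 411 and the other 7. The tests of DNA around Atxn1, of CAG runs, of the compound comparison without 409 and 411, and of other splits were written before, except for the splits of counts at an unadjusted p against WT. The readings of the tests of DNA around Atxn1, of CAG runs and of the splits of a count of 0 were settled after their values were seen.

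Other splits of the same libraries show how the counts compare with chance. For Het DMSO against WT DMSO, 1 of the 35 splits of the 8 libraries, the real one, gave as many genes, and for Het Hit 2 against WT DMSO also 1 of 35 splits. Counts at an unadjusted p under 0.05 were less rare: 8 of 35 splits reached the 1377 genes of the former and 5 of 35 splits the 331 genes of the latter. For Het Hit 2 against Het DMSO, 29 of 35 splits gave at least as many genes at an unadjusted p under 0.05. Its count of 0 decides nothing, since no count can be lower and 35 of 35 splits necessarily reach it. With library quality weights, 2 of 35 splits gave at least the 98 genes of Het DMSO against WT DMSO, and the largest of the other splits gave 153. For the opposite-direction share, 17 of 70 splits gave a share as large. The Purkinje list had a camera p as small in 2 of 35 splits, and the polyglutamine list in 31 of 35 splits. Counts of lists past the camera threshold were reached in 26 of 35 splits for Het DMSO against WT DMSO (4 lists), 4 of 35 splits for Het Hit 2 against Het DMSO (6 lists) and 17 of 35 splits for Het Hit 2 against WT DMSO (5 lists), so these counts of lists do not stand apart from chance.

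That Het DMSO against WT DMSO gave 1 gene may reflect the spread that libraries 409 and 411 add. The biological coefficient of variation was 0.353 with all libraries and 0.203 without 409 and 411, the lowest of the 6 fits that each left out a pair of Het DMSO libraries (0.270 to 0.347 for the other pairs). This test was added after another failed: leaving out 409 and 411 gave 18 genes, whereas leaving out 420 and 429 gave 2933 genes. That latter fit sets 409 and 411 alone against the other groups, so that a difference of these libraries from the rest counts as a group difference, and the count of genes cannot decide. It also gave 1528 genes for Het Hit 2 against Het DMSO (5477 at an unadjusted p under 0.05). For Het Hit 2 against WT DMSO, leaving out 409 and 411 gave 90 genes (1910 at an unadjusted p under 0.05), against 1 to 13 for the other 5 pairs. For Het Hit 2 against Het DMSO the same explanation cannot be told apart from the lack of an effect. Without 409 and 411, 0 genes passed and 748 had an unadjusted p under 0.05, below the 1005 that chance gives among 20105 genes. With library quality weights there were 976 against 969. What keeps it open is that 2 Het DMSO libraries are few, and this reading of the 748 and 976 genes was settled after they were seen. Beside that reason stand the 18 genes that the same 2 libraries gave against WT DMSO. Simulated counts at the spread without 409 and 411 also recovered 65.5% of 2-fold changes. Quality weights were 0.0412 for 409, 0.118 for 411 and 0.621 for 410, and 1.26 to 3.47 for the other libraries.

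Libraries 410 and 430 of the Het Hit 2 group and WT library 413 also had raised midbrain transcripts, and a part of tissue like that in 411 is a candidate explanation. The share of such tissue was estimated from 161 genes that mark 411 (at least 5 CPM there and 16-fold above the other libraries as a set). At the shares estimated, that fold cannot hold against 410 or 430 singly. The shares were 31.4% in 410, 16.04% in 430 and 9.60% in 413. In 410 the observed granule score differed by 0.00909 from the fall that this share predicts (-0.54 observed), and in 430 by -0.11. Both lay within the SD of 0.15 over the other libraries. That SD includes library 409, whose granule score of 0.39 widens it, and it was not taken without 409. The reading for 430 therefore depends on that library. In 413 the difference was 0.19 against a predicted fall of the same size as that SD, so that mixed tissue cannot be told apart from none there. These shares take the markers of 1 library as a pure sample, which was not tested.

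Myo15 separated both Het groups from WT. Sex imbalance was argued against, because the lower of both WT libraries with low Xist had 16.1 CPM. Atypical Het DMSO libraries were argued against, because the Het libraries other than 409 and 411 reached at most 3.52 CPM. A difference tied to the knock-in allele or to the strain background stays open, and no test here separates them. Both Het groups together against WT gave 10 genes past the threshold (edgeR, Benjamini-Hochberg; 4 higher, 6 lower, 734 at an unadjusted p under 0.05). At least as many appeared in 2 of 60 splits of the 12 libraries, drawn because fitting all 495 would have taken too long, the real one included, and the other of these gave 1074. Besides Myo15 the genes, named after their values were seen, were Gm15083, Igfbp5, Gm39465, Clstn2 and Gcnt1 (lower) and Kcnb2, Slc44a5, Marcks and Fam163b (higher). Igfbp5 had a log2 fold change of -1.31 (SE 0.17, adjusted p 0.0232), from 186 ± 16.4 CPM in WT to 75.05 ± 25.6 CPM in Het DMSO and 74.2 ± 10.4 CPM in Het Hit 2 (SD, n = 4 each). Marcks had 0.82 (SE 0.12, adjusted p 0.0356), from 68.6 ± 7.24 CPM in WT to 134 ± 14.5 CPM and 111 ± 16.1 CPM (SD, n = 4 each). DNA carried along with the knock-in allele cannot be told apart from chance as a source of the smallest p-values. Within 10 Mb of Atxn1 lay 3 of the 200 genes with the smallest p against 1.65 expected (Fisher's exact two-sided p 0.229), and what keeps it open is that so few were expected.

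Purkinje scores were lower in Het than in WT libraries, and fewer cerebellar cells in a library would lower Purkinje and granule genes alike. In the 7 Het libraries other than 411, the Purkinje score minus the granule score was at most 0.17, below the lowest WT value of 0.24, which argues against that explanation there. In library 411 the difference was 2.22, since granule genes fell further, and a change of Purkinje genes cannot be told apart from the loss of cerebellar transcripts there. Taking both Het groups together, 8 of 8 Het libraries scored below all WT libraries, with an exact two-sided permutation p of 0.0990 over 495 assignments for the difference of means, which library 411 dominates. A lower level of Purkinje genes in Het cerebellum is a hypothesis in line with the 7 libraries, found and tested on the same data.

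A fall of RNAs with CAG runs under the compound was looked for in 185 genes with annotated runs of at least 6 units. Their median log2 fold change in Het Hit 2 against Het DMSO was -0.05, against -0.04 for all genes, with 105 of 185 below 0 (camera, two-sided, p 0.631; 0.656 with estimated correlation, 0.288 with fry), and 0 of them passed the threshold. A small fall cannot be told apart from none, because the genes went both ways. These mouse runs are far shorter than the expanded allele, which the counts do not separate.

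Choroid plexus scores were 2.45 in 413, 3.17 in 425, 3.82 in 429, 3.00 in 410 and 1.22 in 411, and at most -0.22 in the other 7 libraries. Ttr, named after its values were seen, reached 1737 CPM in the Het DMSO group and 2.51 CPM was its lowest value, in the Het Hit 2 group. WT library 425 had a Hox hindbrain score of 4.50 (810 reads), against at most 0.85 elsewhere. No explanation was tested for these values.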
